# *Populus trichocarpa* encodes small, effector-like secreted proteins that are highly induced during mutualistic symbiosis

**DOI:** 10.1038/s41598-017-00400-8

**Published:** 2017-03-23

**Authors:** Jonathan M. Plett, Hengfu Yin, Ritesh Mewalal, Rongbin Hu, Ting Li, Priya Ranjan, Sara Jawdy, Henrique C. De Paoli, George Butler, Tessa Maureen Burch-Smith, Hao-Bo Guo, Chun Ju Chen, Annegret Kohler, Ian C. Anderson, Jessy L. Labbé, Francis Martin, Gerald A. Tuskan, Xiaohan Yang

## Abstract

During symbiosis, organisms use a range of metabolic and protein-based signals to communicate. Of these protein signals, one class is defined as ‘effectors’, i.e., small secreted proteins (SSPs) that cause phenotypical and physiological changes in another organism. To date, protein-based effectors have been described in aphids, nematodes, fungi and bacteria. Using RNA sequencing of *Populus trichocarpa* roots in mutualistic symbiosis with the ectomycorrhizal fungus *Laccaria bicolor*, we sought to determine if host plants also contain genes encoding effector-like proteins. We identified 417 plant-encoded putative SSPs that were significantly regulated during this interaction, including 161 SSPs specific to *P. trichocarpa* and 15 SSPs exhibiting expansion in *Populus* and closely related lineages. We demonstrate that a subset of these SSPs can enter *L. bicolor* hyphae, localize to the nucleus and affect hyphal growth and morphology. We conclude that plants encode proteins that appear to function as effector proteins that may regulate symbiotic associations.

## Introduction

Symbiosis, defined as a durable interaction between two or more organisms, is a complex association that requires both physiological and morphological signaling, reception and alterations on the part of both organisms. Many fungal lineages within the pathogenic/mutualistic continuum have evolved elaborate protein-based signals to influence their hosts in order to support their metabolic requirements during symbiosis^1^. These proteins, called effectors, are typically fungal strain- or species-specific, usually ≤250 amino acids in size, and carry a secretion signal motif that may be cysteine-rich. Some examples of pathogenic effector proteins include: Avr3a of *Phytophthora infestans* ^2, 3^, the ChCEs of *Colletotrichum higginsianum* ^4^, RTP1 of *Uromyces fabae* ^5^ and the TIN2 of *Ustilago maydis* ^6^. More recently, effector proteins have also been characterized in mutualistic fungi. For example, MiSSP7 of the ectomycorrhizal (ECM) fungus *Laccaria bicolor* stabilizes the *Populus* jasmonic acid signaling repressor PtJAZ6^7^ while the SP7 protein of the arbuscular mycorrhizal fungus *Rhizophagus irregularis* (formerly *Glomus intraradices*) blocks the activity of ERF19^8^.

When viewed from the perspective of the fungal-encoded effector biology described to date, the outcome of symbiosis would appear to be heavily influenced by the colonizing fungus. Is this true, or could plants encode similar “effector-like” proteins that, in turn, exert a level of influence on the activity of the symbiotic associates? Previous research supporting the influence of plants over microbial biology suggests that: (1) plants utilize a number of secondary metabolites to affect rhizospheric and endopsheric microbes^9^, (2) general root exudates act as microbial chemoattractants^10^, (3) plants produce strigolactones which act as signals in initiating mycorrhizal formation^11^ and (4) flavonoids from plants function as antimicrobial compounds^12, 13^.

Recently, attention has turned to investigating proteins present in root exudates and their role in influencing plant-microbe interactions. Proteins, such as peptidases, hydrolases and defensins, have been implicated in affecting symbiosis^14–16^. There is also a precedent for plant small secreted proteins (SSPs; ≤250 amino acids) that are produced by roots and enter the cytosol of nitrogen-fixing bacteria during nodule formation to govern the outcome of these mutualistic interactions^17–20^. In total, 146 plant cysteine-rich SSPs have been identified^17, 19, 21^. It is generally understood that the discovery of SSPs in newly sequenced plant genomes has been hampered by the lack of gene annotation for proteins smaller than 100 amino acids (aa) due to a high false positive discovery rate from computational prediction of small open reading frames (ORFs) and a lack of homology across plant genomes which constrains *ab initio* gene calling^22, 23^.

The lack of SSP annotation is changing, however, due to the increasing availability of deep RNA-sequencing data. Recent re-annotation of the *Arabidopsis* and *Populus* genomes found evidence for 2,099 and 1,282 new small proteins, respectively^22, 24^. Moreover, mutation analysis of a number of these new *Arabidopsis* small proteins has demonstrated that a large portion play critical roles in plant developmental processes such as flowering, leaf development and overall plant structure^24^. However, the possibility that a number of these proteins could be secreted and function as effector proteins during symbiotic interactions is still uncertain. The aim of this study was to determine if: (1) *Populus* encoded effector-like proteins are regulated during mutualistic symbiosis with the ectomycorrhizal fungus *L. bicolor* and (2) whether some of these proteins might be able to enter the hyphae of *L. bicolor* and affect the growth of the fungus.

## Results

### Size bias in proteins predicted to be secreted during a mutualistic interaction

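RNA-seq was analysed here for the 12-week stage of the *P. trichocarpa*-*L. bicolor* association, with 1 library of colonized root tips and 1 library of uncolonized lateral roots from plants grown without inoculum. The control tissue was therefore lateral root and the mycorrhizal tissue root tip. The paper describes each library as a pool of 3 biological replicates from cuttings pre-rooted for 1 week, whereas the sample labels describe 4 pooled RNA preparations, sampling at 3 months and 2 weeks of pre-rooting. The pooled RNA was amplified with the SMARTer kit, which copies full-length cDNA by PCR, and sequenced as 100-bp single-end reads. For each of 73013 annotated *Populus* transcripts (prefix Potri, 41335 loci), the authors deposited the transcript length, the reads assigned to that transcript alone, the total reads including those shared with other transcripts, and the RPKM, which scales the total reads to the transcript's length and to the library's sum of total reads. Total reads summed to 63858296 in control roots and 45163964 in mycorrhizal root tips. Reads assigned to a single transcript made up 41.4% and 45.4% of these, so most reads were shared between isoforms or related genes. The 100 most abundant transcripts took 13.2% of the reads in control roots and 19.1% in mycorrhizal root tips. Expression ratios are log2((RPKM + 1)/(RPKM + 1)), mycorrhizal root tip over control root, a scale that understates changes of weakly expressed transcripts. With 1 pooled library per condition, no difference has a replicate check and no p-value is given across genes. Confidence intervals (95%) of ratios come from the exact binomial interval of the split of a transcript's reads between the 2 libraries, and cover counting error only, because PCR copies are not independent molecules. For a transcript of 1 kb, 3 reads correspond to 0.047 RPKM in control roots and 0.0664 RPKM in mycorrhizal root tips.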

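At least 1 read was assigned to 65647 transcripts in control roots and to 64349 in mycorrhizal root tips, and 13685 transcripts reached 10 RPKM in at least 1 of the libraries. Among these 13685 transcripts, 1294 were at least 5-fold higher and 919 at least 5-fold lower in mycorrhizal root tips. No significance test entered these counts. They depended on how the libraries were scaled: the median log2 ratio of the 28140 transcripts with at least 1 RPKM in both libraries was -0.62, and rescaling the mycorrhizal library so that this median was 0 gave 1994 transcripts higher and 306 lower. Of the transcripts counted without rescaling, 112 of the higher and 40 of the lower ones are SSPs of Supplementary Table S2. The paper derived its set of differentially expressed genes with Cuffdiff from all stages, of which only the 12-week stage is covered by these values.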

Using a computational pipeline for discovery of small protein-encoding genes based on transcriptomes analyzed by RNA-seq (Fig. 1a), we identified 2,819 *Populus* protein-encoding genes (designated as the ‘All-protein set’) that exhibited differential (p-value < 0.05) transcript abundance across all stages of mycorrhizal root tip development during symbiosis between *P. trichocarpa* and *L. bicolor*. 

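Of the 13 transcripts with qRT-PCR primers in Supplementary Table S1, 10 are annotated Potri transcripts with RNA-seq values at 12 weeks. All 10 were higher in mycorrhizal root tips than in control roots, with log2 ratios from 1.09 to 7.35 and a median of 4.82, and 9 of them were at least 5-fold higher. The largest ratio was that of Potri.006G021600.1, which rose from 593 to 73087 reads (13.9 to 2426 RPKM). Its log2 ratio was 7.35 (95% interval 7.24 to 7.46), although 79.6% of its reads were shared with other transcripts. Potri.010G251000.1 rose from 36.4 to 1143 RPKM, a log2 ratio of 4.94 (95% interval 4.86 to 5.02), with none of its reads shared. The smallest ratio was that of Potri.003G186400.2, at 1.03 and 3.34 RPKM (log2 ratio 1.09, 95% interval 0.82 to 1.36), of whose reads 89.7% were shared.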

The quantitative expression based on RNA-seq data was validated by quantitative RT-PCR analysis of 13 randomly-selected transcripts, which significantly correlated with the data obtained from the RNA-seq transcript analysis (p-value < 0.001; Supplementary Fig. S1; Supplementary Table S1). In the “All-protein set”, 2,631 transcripts (93.3%) contained a complete open reading frame (ORF) and were designated as the full-length (FL) set. In the FL set, 1,242 proteins (47.2%) satisfied the criteria for small proteins, i.e., ≤250 amino acids in length, and were designated as the “SmP set”. Given that SSPs are typically secreted, the predicted subcellular localizations of the FL set proteins were determined by three differential computational tools: LocTree2^25^, CELLO^26^ and YLoc^27^. From this analysis, 646 proteins in the FL set were predicted to code for secreted proteins (the SeP set). Within the SeP set, there was an over-representation of small proteins of ≤250 aa in length (64.6% of the SeP set), with the largest number of proteins falling within the size range of 51–100 aa (Fig. 1b). This subgroup of proteins was designated the SSP set (Supplementary Table S2).

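Of the SSPs listed in Supplementary Table S2, 264 are annotated Potri transcripts for which RPKM values were analysed, and 230 of these carry a 12-week entry in the table. Their median expression was 6.19 RPKM in control roots and 23.6 RPKM in mycorrhizal root tips, and their median log2 ratio was 2.46. This median exceeded those of all 10000 random lists of 230 transcripts matched on mean expression, whose medians lay between -0.70 and -0.38 (95% range, median -0.54). The percentile describes these 2 libraries, and the SSPs were already chosen by the authors as differentially expressed in this tissue. With reads assigned to a single transcript only, the median was 2.07, the lowest among the alternatives, and with the libraries rescaled on the median transcript it was 3.05, the highest. By protein length, the 80 SSPs of 51 to 100 aa had a median log2 ratio of 2.70 and 67 of them were higher in mycorrhizal root tips. The 55 SSPs of 101 to 150 aa had a median of 2.17, with 36 higher. Medians were 2.20 for the 44 SSPs of 151 to 200 aa, with 35 higher, and 2.50 for the 51 SSPs of 201 to 250 aa, with 47 higher. Differences between the length classes were not tested, since genes are not replicates.

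**Figure D1:**
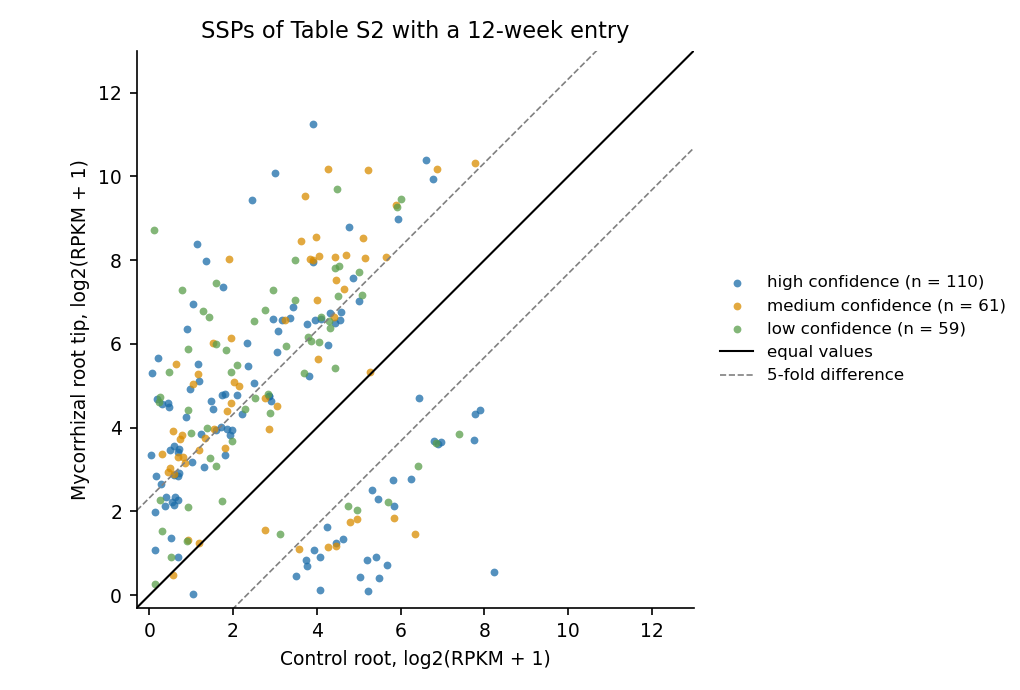
Expression of the 230 SSPs with a 12-week entry in control roots (x axis) and mycorrhizal root tips (y axis), both as log2(RPKM + 1); each point is 1 transcript, coloured by confidence set. Of these points, 185 lie above the line of equal values and 45 below it, and dashed lines mark a 5-fold difference.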

**Figure 1:**
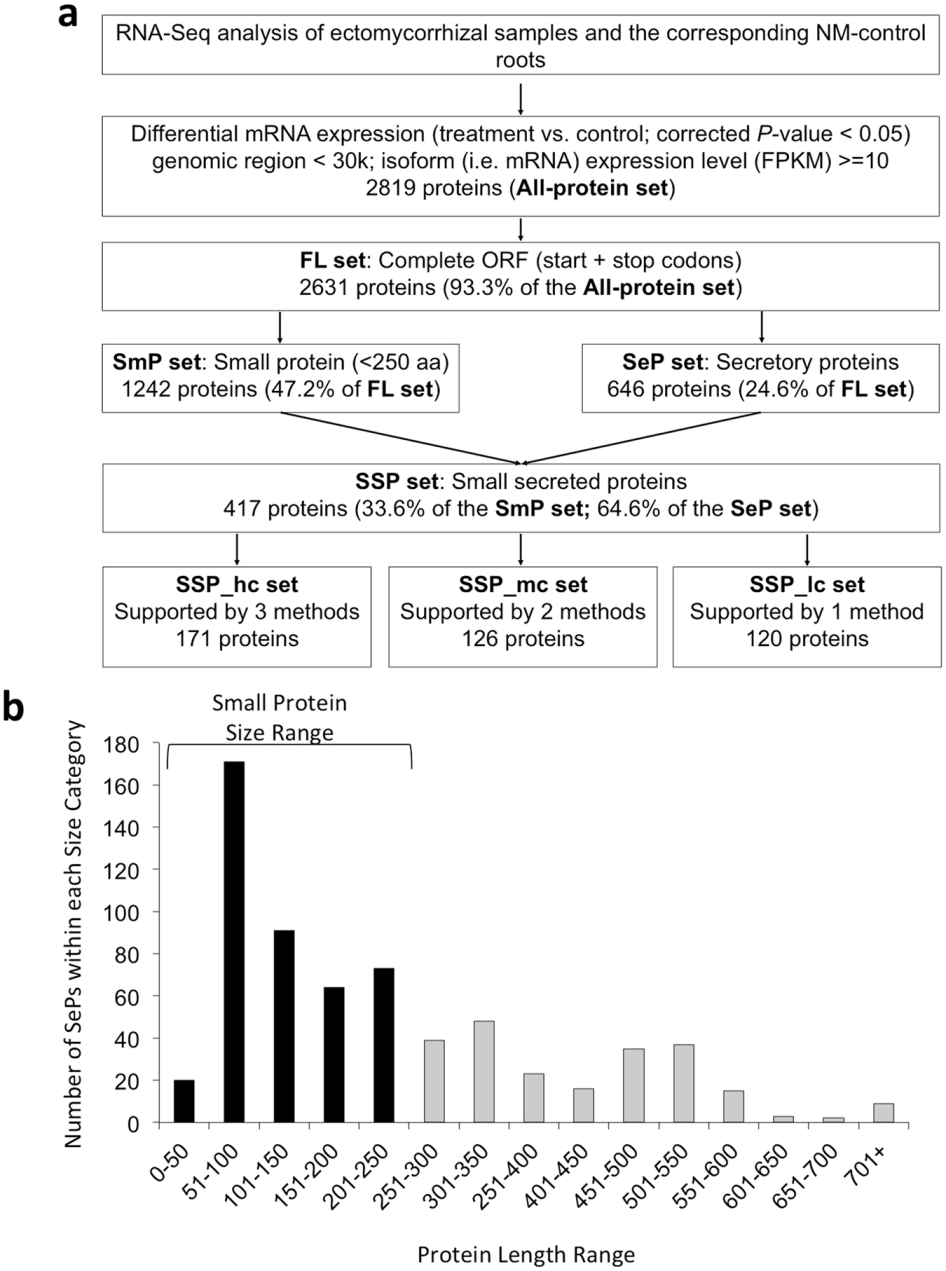
Characteristics of *Populus trichocarpa* genes differentially expressed during mutualistic symbiosis with *Laccaria bicolor*. (**a**) A computational pipeline for discovery of small protein-encoding genes in *P. trichocarpa* in response to *L. bicolor*. (**b**) Sequence length distribution of *P. trichocarpa* computationally-predicted secreted proteins expressed during mutualistic symbiosis with *L. bicolor*. ‘Small’ proteins are defined as ≤250 amino acids.

This SSP set (417 proteins) was further divided into sub-sets based on three computational ‘confidence level’ approaches (see Methods section): the high confidence set (“SSP_hc set”; 171 proteins), the medium confidence set (“SSP_mc set”; 126 proteins) and the low confidence set (“SSP_lc set; 120 proteins; Fig. 1a; Supplementary Table S2). 

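All 3 confidence sets contained more SSPs with higher than with lower transcript abundance in mycorrhizal root tips at 12 weeks. In the high confidence set, 81 of 110 SSPs were higher, and the median log2 ratio was 2.18, with median RPKM of 5.49 in control roots and 16.6 in mycorrhizal root tips. In the medium confidence set, 52 of 61 were higher and the median log2 ratio was 2.63 (7.31 to 31.0 RPKM). In the low confidence set, 52 of 59 were higher and the median log2 ratio was 2.55 (5.76 to 41.6 RPKM). Each median lay above those of all 10000 expression-matched random lists of its size, which was to be foreseen for SSPs chosen as differentially expressed. Whether the sets differ from each other was not tested.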

Proteins not found in the current *P. trichocarpa* genome annotation (37% of the SSP set) were named with the prefix ‘CUFF’ while proteins found in the current *Populus* genome annotation v3.0 (www.Phytozome.net) were designated with the prefix ‘Potri’. 

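Supplementary Table S2 lists 264 SSPs with the prefix Potri and 153 with the prefix CUFF (36.7%). The RNA-seq values cover annotated transcripts, so all 264 Potri SSPs and none of the CUFF SSPs have values here. Reads were assigned to 260 of the 264 Potri SSPs in control roots and to 260 in mycorrhizal root tips, and 255 had at least 10 reads in 1 of the libraries. All 20 listed SSPs of 50 aa or less are CUFF transcripts, so the shortest proteins were not analysed here.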

*In silico* analysis of the SSP set found that 79 of these SSPs contained predicted nuclear localization signals as predicted by using YLoc^27^ and CELLO^26^. 

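Of the 230 SSPs with values and a 12-week entry, 96 carry a GO biological process in Supplementary Table S2, with 117 different terms, and 134 carry none. Only 3 terms covered at least 12 of these SSPs. Response to salt stress covered 22 SSPs, of which 20 were higher in mycorrhizal root tips (median log2 ratio 2.12). Oxidation-reduction process covered 18, all of them higher, with log2 ratios from 1.57 to 4.49. An SSP can carry several terms, so these terms may share members, and that overlap was not counted. Members that share reads with each other are also not independent. In these terms many members shared all of their reads with related transcripts: counting only reads assigned to a single transcript left 12 of the 22 and 10 of the 18 higher, because the other members that rose had no such read in either library. Lipid transport differed in direction, with 10 of its 14 SSPs lower in mycorrhizal root tips and a median log2 ratio of -3.17. The 10 decreases, from -7.69 to -1.03, came from 10 loci, whereas the 4 increases were isoforms of 1 locus. With unique reads only, 10 SSPs of the term were again lower. Rescaling the libraries is too small a shift to change the sign of any of these decreases.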

Functional categorization of the differentially expressed SSPs with gene ontology (GO) biological process showed that these proteins are putatively involved in different biological pathways with varying biochemical activity (Supplementary Table S2). 

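The GO category response to fungus is given in Supplementary Table S2 for 10 SSPs, of which 6, from 5 loci, have RNA-seq values at 12 weeks. The median log2 ratio of the 6 was 2.51, at the 99.98 percentile of 10000 expression-matched random lists of 6 transcripts. A high percentile was to be foreseen, because the authors had chosen these SSPs as differentially expressed. Of these SSPs, 4 were higher in mycorrhizal root tips, with log2 ratios from 2.40 to 5.22. A pair of them are isoforms of the same locus. The largest increase was that of Potri.018G019800.5, from 21.2 to 827 RPKM, but nearly all of its reads were shared. Only 25 of its 1980 reads in control roots and 443 of 54543 in mycorrhizal root tips were assigned to it alone. With such reads only, the median log2 ratio of the 6 SSPs was 1.80. In the opposite direction, 1 SSP fell from 35.7 to 0.795 RPKM (log2 ratio -4.36). No read was assigned to the remaining SSP in either library, and the table lists it for 2 weeks only. The enrichment of the category itself was not recomputed here.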

Overall, there was enrichment for stress-related GO terms, in particular the “response to fungus” category (Supplementary Table S3).

### Lineage- or genus-specific set of *P. trichocarpa* SSP genes

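RNA-seq values were analysed for 66 of the 161 SSPs of Supplementary Table S4 and for 14 of the 15 SSPs of Supplementary Table S5. Among the 66 SSPs without homologs in other species, 51 were higher and 14 lower in mycorrhizal root tips at 12 weeks, and 1 was tied. Their median expression was 3.16 RPKM in control roots and 20.3 RPKM in mycorrhizal root tips, with a median log2 ratio of 2.34. Among the 14 SSPs with homologs in closely related genera, 11 were higher, 1 was lower and 2 were tied, and the median log2 ratio was 1.41. Only 8 of these 14 have a 12-week entry in Supplementary Table S2; all 8 were higher, with a median log2 ratio of 3.79. The medians of the 66 and of the 14 SSPs both lay above those of all 10000 expression-matched random lists of their size. These SSPs, too, had been chosen by the authors as differentially expressed.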

Of the entire 417 *P. trichocarpa* SSP set, 39% (or 161 SSPs) appear to be specific to *Populus*, i.e., without homologs in the other 15 species examined (Fig. 2; Supplementary Table S4), while 15 SSPs have homologs found only within closely related plant genera (Supplementary Table S5). A comparison of SSPs between *P. trichocarpa* accessions (Nisqually-1 and 93–960; strong ECM host plants) and *P. deltoides* accessions (ILL-101 and D124; poor ECM host plants)^28^ showed that six SSPs predicted in the *P. trichocarpa* genomes were missing or truncated in the *P. deltoides* accessions (Table 1).

**Figure 2:**
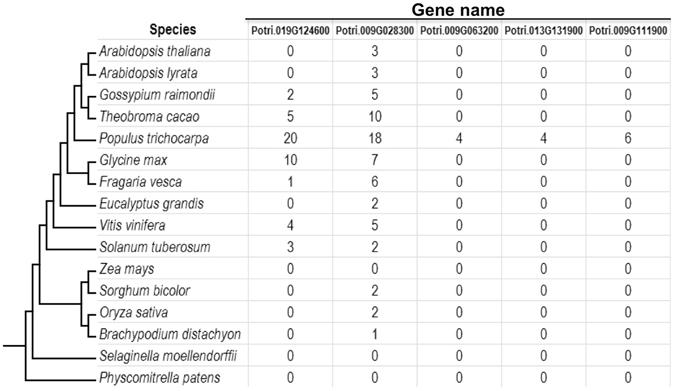
Lineage-specific expansion of small secreted proteins (SSPs) associated with *Populus trichocarpa*-*Laccaria bicolor* interaction. Due to space limitation, only five genes (Potri.019G124600, Potri.009G028300, Potri.009G063200, Potri.013G131900 and Potri.009G111900) showing lineage-specific expansion are shown in this figure. See Supplementary Tables S4 and S5 for details about the SSP genes showing lineage-specific expansion in *Populus* and closely related plant genera. The phylogenetic tree was adapted from http://phytozome.jgi.doe.gov.

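Of the genes drawn in Fig. 2, 4 were higher in mycorrhizal root tips at 12 weeks. Coordinates are those of Supplementary Table S2 on the *P. trichocarpa* genome assembly used in the paper. Potri.009G028300.1 (chromosome 9, 3907364 to 3907928), which encodes a 70-aa protein with a potato inhibitor domain, had 3479 reads in control roots and 24761 in mycorrhizal root tips. Its expression rose from 116 to 1164 RPKM, a log2 ratio of 3.32 (95% interval 3.27 to 3.37). Potri.019G124600.1 (chromosome 19, 15246505 to 15247381), which encodes a 202-aa protein of the STI superfamily, rose from 34.4 to 263 RPKM. Its log2 ratio was 2.90 (95% interval 2.83 to 2.97), but 60.7% of its reads were shared with other transcripts, and reads assigned to it alone gave 2.27. Potri.009G063200.1 (chromosome 9, 6460994 to 6461507; 69 aa) rose from 221 to 2236 reads and from 6.73 to 96.3 RPKM, a log2 ratio of 3.65 (95% interval 3.48 to 3.83). Potri.013G131900.1 (chromosome 13, 14304400 to 14306166; 70 aa) rose from 3.24 to 44.4 RPKM, a log2 ratio of 3.42 (95% interval 3.28 to 3.56). Potri.009G111900.1 (chromosome 9, 9548201 to 9548979; 90 aa) had 0 reads in control roots and 1 read in mycorrhizal root tips, so no difference was detectable at this depth, where 3 reads would give 0.082 and 0.116 RPKM. Supplementary Table S2 lists it for 2 weeks only, where the paper's values are 6.30 and 102.6.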

**Table 1:** SSP genes that have re-sequencing read coverage of >90% in *Populus trichocarpa* (“93–968” and “Nisqually-1”) and <50% in *P. deltoides* (“D124” and “ILL-101”).

Gene name	Confidence Group	Protein length, aa	Genomic location	*Populus trichocarpa*		*Populus deltoides*	
				Nisqually-1	93–968	D124	ILL-101
CUFF.22613.1	HC	216	Chr10:21706385–21717909	100	100	24	33
Potri.009G063200.1	HC	69	Chr09:6460994–6461507	100	99	14	33
CUFF.3798.1	LC	38	Chr01:47088970–47089866	99	100	0	0
Potri.004G136500.1	LC	249	Chr04:15714835–15715724	99	93	28	42
Potri.006G212200.1	LC	70	Chr06:22618830–22619398	100	98	13	45
CUFF.21535.1	MC	139	Chr01:48110837–48112147	99	98	15	23

Confidence levels HC, MC and LC represent three computationally-predicted SSP sets: the high confidence set (“SSP_hc set”), the medium confidence set (“SSP_mc set”) and the low confidence set (“SSP_lc set”), respectively.

### *Populus* SSPs have functional secretion signals

To test the secretion of SSPs, a complementation assay in which the survival of the host depends on the secretion of the protein of interest was chosen. Forty full-length proteins (Supplementary Table S6), including their predicted secretion signals, were cloned upstream of a SUC2 invertase that lacked its native secretion signal. The recombinant genes were then expressed in the *Saccharomyces cerevisiae suc2* mutant that cannot grow on media containing sucrose as the sole energy source without the presence of a secreted SUC2 protein. We found that on average 15 of the 40 (38%) SSPs tested complemented the *suc2* mutation (Table 2; Fig. 3). Even though we used full-length genes, including the secretion signal in these tests, it is possible that the secondary structure of the small proteins masked the signal sequence and gave us a number of false negatives. Of the 40 SSPs tested, 16 were from the high confidence set (i.e., the SSP_hc set in Fig. 1a), and of those, 8 SSPs were able to able to rescue the mutant, yielding a 50% confirmation rate. In contrast, the medium confidence set of 14 SSPs (i.e., the SSP_mc set in Fig. 1a) and low confidence set of 10 SSPs (i.e., the SSP_lc set in Fig. 1a) each had a confirmation rate of around 30% (Table 2; Fig. 3). In summation, the signal peptides in some of the *Populus* SSPs were capable of directing secretion in a heterologous system.

**Table 2:** Percentage of *Populus* SSPs that encode secretion signals recognized in *S. cerevisiae.*

Confidence Level	Secretion Signals Tested	Number Positive for Secretion*	Percentage
HC	16	8	50.0
MC	14	4	28.6
LC	10	3	30.0
**Total/Average**	40	15	37.5

A subset from each confidence level of predicted *P. trichocarpa* SSPs was tested. Confidence levels HC, MC and LC represent three computationally-predicted SSP sets: the high confidence set (“SSP_hc set”), the medium confidence set (“SSP_mc set”) and the low confidence set (“SSP_lc set”), respectively.

*See Supplementary Table S6 for detailed results.

**Figure 3:**
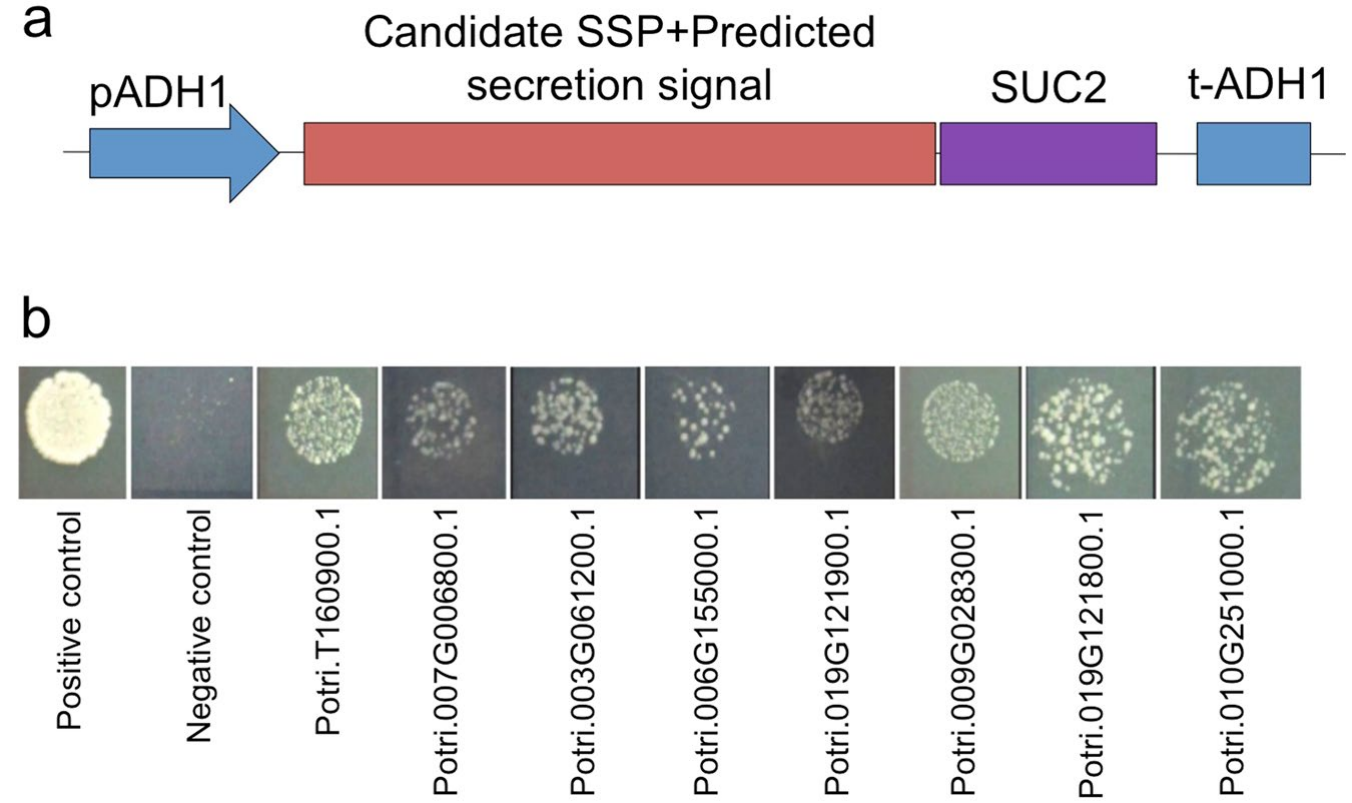
Testing of *Populus trichocarpa* small secreted proteins (SSPs) secretion using a yeast expression system. (**a**) Design of the yeast SUC2-SP vector used for the protein secretion assay^63^. The expression of the candidate *P. trichocarpa* SSP with a positive secretion signal will result in the secretion of the SUC2 protein allowing the growth of yeast on sucrose-containing media. (**b**) Representative examples of positive *P. trichocarpa* SSPs using the yeast secretion assay. The yeast strain growing on medium with glucose supplied was used as a positive control while the strain transformed with empty pGAD-SUC vector was used as a negative control.

### *Populus* SSPs can enter *Laccaria bicolor* hyphae and accumulate in the nucleus

In order to determine if *P. trichocarpa* SSPs could cross the *L. bicolor* hyphal membrane and accumulate within the fungal cells, we used five proteins (CUFF.29946, Potri.009G063200, Potri.010G251000, Potri.019G121200 and Potri.007G006800) produced by cell-free recombinant protein synthesis without the secretion signal and with an amino-terminal covalent addition of the FITC fluorescent molecule. Five biological replicates (i.e., independent *L. bicolor* colonies) were then treated with an individual protein or FITC alone on the leading edge of an *in vitro* fungal colony. Of the five FITC-tagged proteins tested, four (CUFF.29946, Potri.009G063200, Potri.010G251000 and Potri.007G006800) were able to enter the hyphae and concentrate in the nucleus (Fig. 4a–d). The fifth, Potri.019G121200, a negative control, did not localize to the nucleus of *L. bicolor* hyphae (Fig. 4e), indicating that the nuclear localization is not simply due to protein size. There was absence of fluorescent signal in the nuclei of hyphae treated with FITC alone (Fig. 4f). Localization of CUFF.29946, Potri.009G063200 and Potri.010G251000 was further verified using Western blotting of *L. bicolor* treated with *P. trichocarpa* SSPs modified with an HA tag rather than FITC (Fig. 4g). Further, we tested whether scrambling the amino acid sequence of these three proteins would affect their localization. We found that for Potri.009G063200 and CUFF.29946, scrambling the amino acid sequence led to reduced or absent import of the protein into *L. bicolor* hyphae. Scrambled Potri.010G251000 was still found to be imported into hyphae and localize to the nucleus, but at a reduced level (Fig. 4g). Therefore, some of the *P. trichocarpa* SSPs can enter *L. bicolor* hyphae.

**Figure 4:**
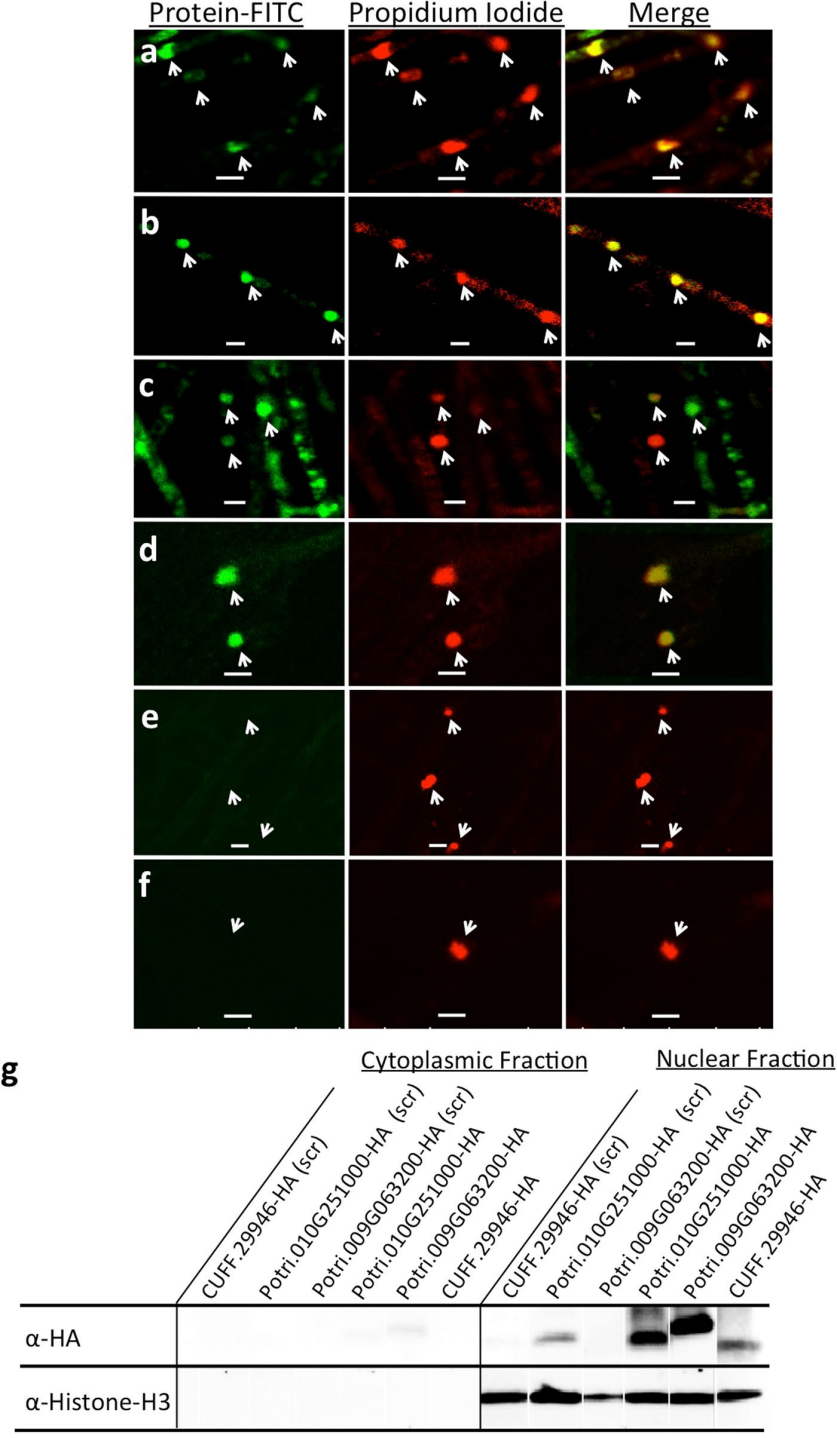
Uptake and sub-cellular localization of *Populus trichocarpa* small secreted proteins (SSPs) into *Laccaria bicolor* hyphae. *L. bicolor* colonies were incubated with 1 µM of either FITC-labelled SSP or FITC alone (control) in PBS (pH 7) for 4 hours after which they were rinsed briefly in PBS, fixed in 4% paraformaldehyde and then stained with 0.1% propidium iodide. Green signal indicates SSP-FITC (mature protein lacking secretion signal) florescent localization, red indicates propidium iodide fluorescence as a nucleus marker. Nuclei are marked by an arrow. (**a**) CUFF.29946; (**b**) Potri.009G063200; (**c**) Potri.010G251000; (**d**) Potri.007G006800; (**e**) Potri.019G121200; (**f**) FITC control; (**g**) Representative Western blot of cytoplasmic and nuclear protein extracted from *L. bicolor* exposed to either scrambled (scr) or native forms of CUFF.29946, Potri.009G063200 and Potri.010G251000 labeled with an HA tag. Probing for histone H3 shows purity of cytoplasmic fraction from nuclear protein.

### *Populus* SSPs can alter the development of multiple fungi

Finally, in pharmacological studies, where *L. bicolor* hyphae cultures were exposed to the four *Populus* SSPs that were able to move into the fungal nuclei, Potri.009G063200 and Potri.010G251000 significantly increased the distance between hyphal branches (p < 0.05; Fig. 5a). This effect was dose dependent (Fig. 5b). Scrambling of the amino acid sequence of both Potri.009G063200 and Potri.010G251000 blocked their ability to affect hyphal branching (Fig. 5c). We tested the ability of these two proteins to affect the growth of other ectomycorrhizal fungi; Potri.009G063200 significantly decreased branching distance in *Pisolithus microcarpus* (Boletales) while Potri.010G251000 increased branch distance of *P. microcarpus* and it significantly decreased branching distance in *Suillus granulatus* (Boletales) (p < 0.05; Fig. 5d).

**Figure 5:**
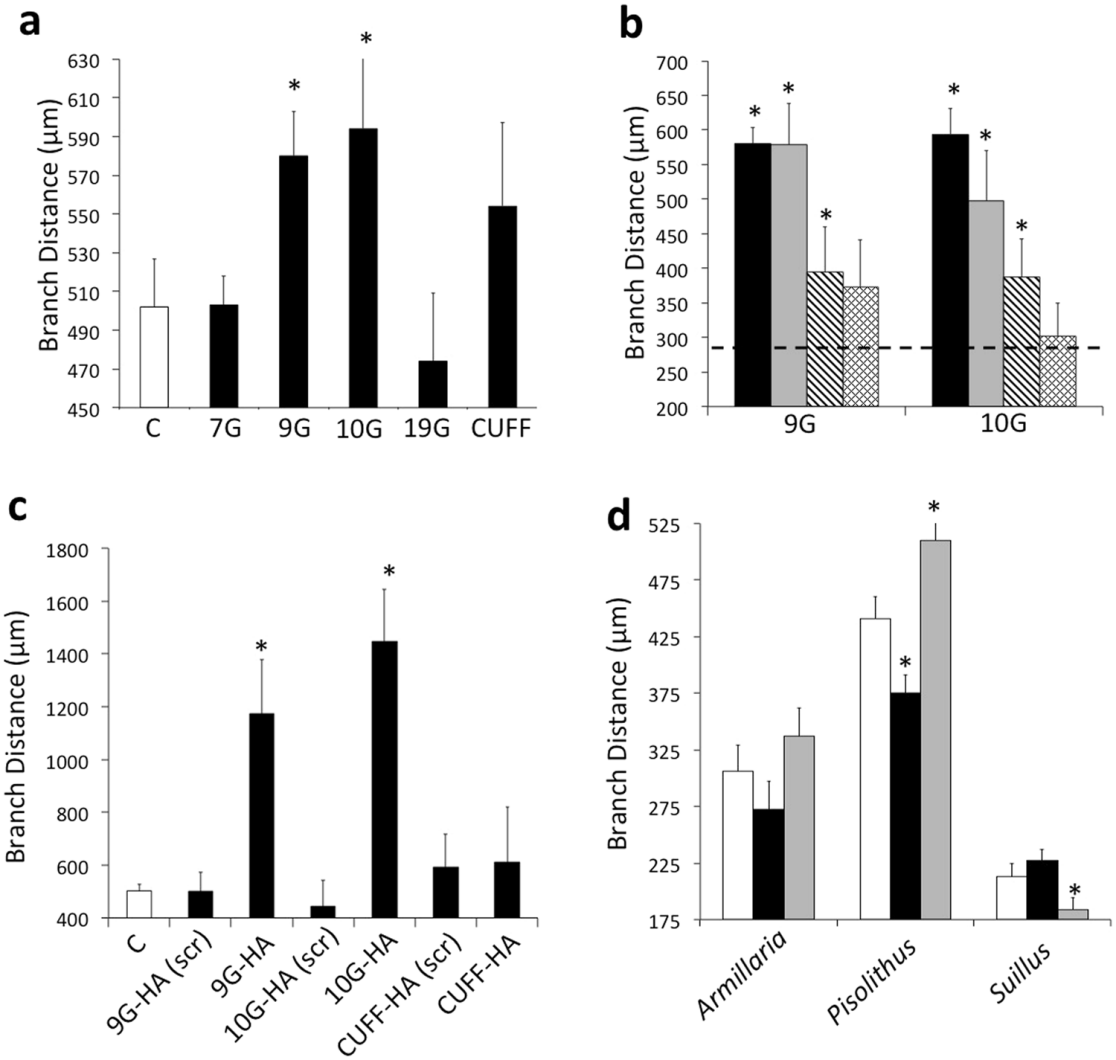
Effect of *Populus trichocarpa* small secreted proteins (SSPs) on hyphal branching. (**a**) Distance between hyphal branches in colonies of *L. bicolor* treated with 1 µM of FITC (C = control), Potri.007G006800 (7G), Potri.009G063200 (9G), Potri.010 G251000 (10G), Potri.019G121200 (19G) or with CUFF.29946.1 (CUFF). (**b**) Distance between hyphal branches in colonies of *L. bicolor* treated with 1 µM (black bars), 0.1 µM (grey bars), 0.01 µM (diagonal striped bars) or 0.001 µM (diamond pattern bars) Potri.009G063200 (9G) or Potri.010G251000 (10G) as compared to control treatment (dashed line, 1% DMSO). (**c**) Distance between hyphal branches in colonies of *L. bicolor* treated with 1 µM of either scrambled (scr) or native forms of Potri.009G063200 and Potri.010G251000 labeled with an HA tag as compared to control treatment (‘C’, 1% DMSO). (**d**) Impact of Potri.009G063200 (black bars) and Potri.010G25100 (grey bars) as opposed to control treatment (white bars) on the distance between hyphal branches of three different fungal species (*Armillaria luteobobulina*, *Pisolithus microcarpus*, *Suillus granulatus*) ± SE, *Significant difference from control (p < 0.05; Student’s t-test).

*L. bicolor* hyphae cultures were exposed to the four *Populus* SSPs that were able to move into the fungal nuclei also demonstrated that Potri.009G063200 significantly reduced the growth rate of *L. bicolor* hyphae (p < 0.05; Fig. 6a). This effect was dose dependent (Fig. 6b). Scrambling of the amino acid sequence of Potri.009G063200 blocked its effect on fungal growth rate (Fig. 6c). When both Potri.009G063200 and Potri.010G251000 were tested on other fungal species, Potri.009G063200 significantly reduced the growth of the pathogenic Agaricales *Armillaria luteobobulina* and *S. granulatus* (Fig. 6d). Potri.010G251000 increased the growth rate of the ectomycorrhizal *P. microcarpus*.

**Figure 6:**
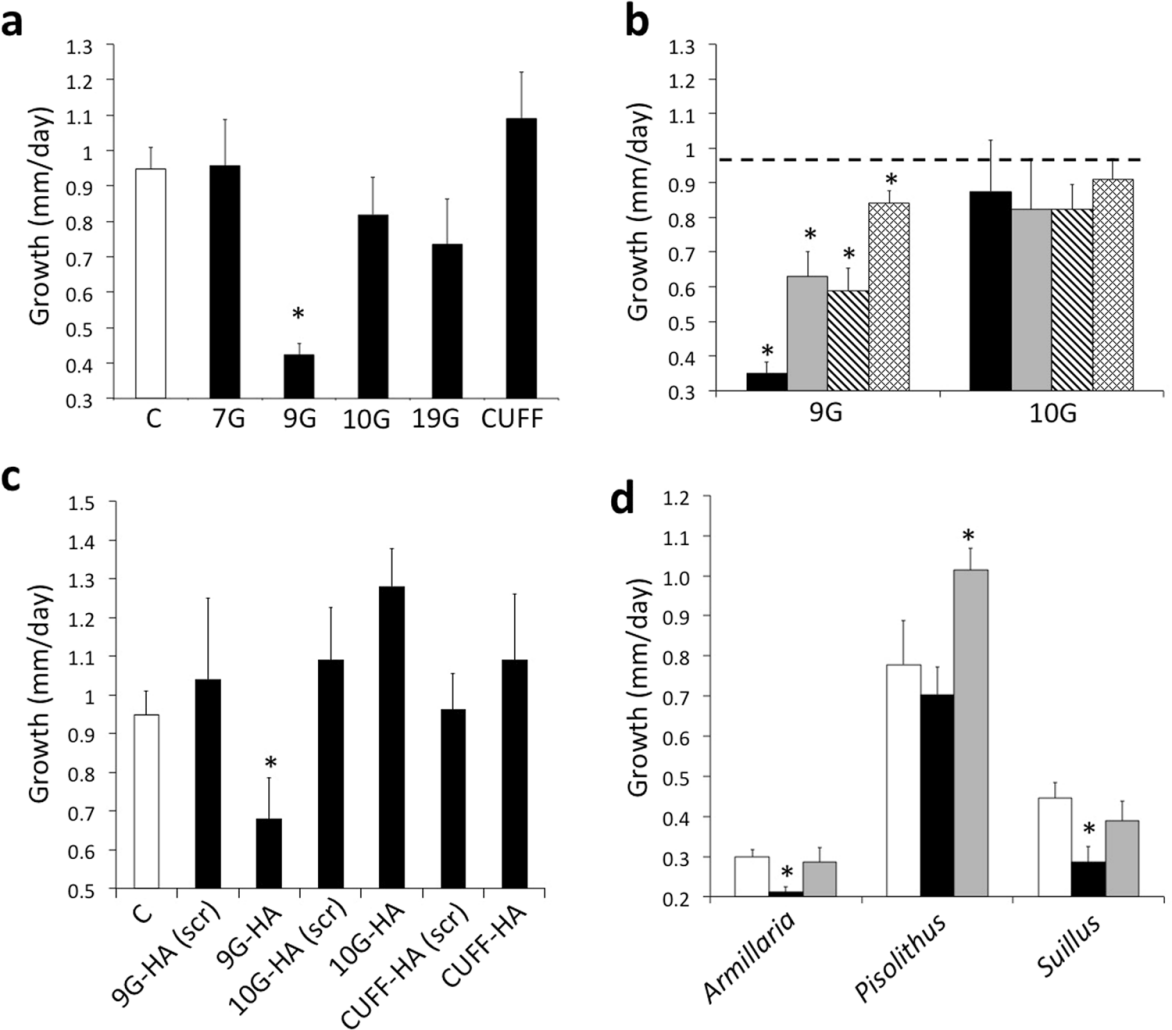
Effect of *Populus trichocarpa* small secreted proteins (SSPs) on hyphal growth rate. (**a**) Growth rate of *L. bicolor* hyphae treated with 1 µM of FITC (C = control), Potri.007G006800 (7G), Potri.009G063200 (9G), Potri.010G251000 (10G), Potri.019G121200 (19G) or with CUFF.29946.1 (CUFF). (**b**) Growth rate of *L. bicolor* hyphae treated with 1 µM (black bars), 0.1 µM (grey bars), 0.01 µM (diagonal striped bars) or 0.001 µM (diamond pattern bars) Potri.009G063200 (9G) or Potri.010G251000 (10G) as compared to control treatment (dashed line, 1% DMSO). (**c**) Growth rate of *L. bicolor* hyphae treated with 1 µM of either scrambled (scr) or native forms of Potri.009G063200 and Potri.010G251000 labeled with an HA tag as compared to control treatment (‘C’, 1% DMSO). (**d**) Impact of Potri.009G063200 (black bars) and Potri.010G25100 (grey bars) as opposed to control treatment (white bars) on the growth rate of hyphae of three different fungal species (*Armillaria luteobobulina*, *Pisolithus microcarpus*, *Suillus granulatus*) ± SE, *Significant difference from control (p < 0.05; Student’s t-test).

## Discussion

Mutualistic plant-microbe interactions are common among land plants. Interactions with mutualistic fungi and bacteria afford plant hosts enhanced stress tolerance^29–32^, increased growth rate and improved reproductive success^33, 34^. Our understanding of the mechanisms used by (1) plants to monitor, encourage and establish these relationships and/or (2) mutualistic organisms to colonize plants is limited. It has recently been established that mutualistic mycorrhizal fungi use SSPs to influence host functioning^7, 8, 35^. In the current study, we used computational predictions and experimental evidence to determine if the model perennial plant *P. trichocarpa* has an analogous genomic complement of effector-like SSPs. Genomic annotation of plant SSPs has lagged behind that of fungal SSPs. To address this limitation, we used a large RNA sequencing data-set sampled from different stages of *P. trichocarpa* root colonization by the mutualistic fungus *L. bicolor* to annotate novel *P. trichocarpa* SSPs. From a pool of differentially expressed transcripts, we identified 417 SSPs in *P. trichocarpa* expressed during mutualistic interaction with the ectomycorrhizal fungus *L. bicolor*. 

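Most of the SSPs measured at 12 weeks were more abundant in mycorrhizal root tips, but not all. Among the 230 SSPs with RNA-seq values and a 12-week entry, 185 were higher and 45 lower, and 122 were at least 5-fold higher and 40 at least 5-fold lower. The largest increase was that of Potri.003G134800.1, which encodes a 198-aa protein with a dirigent domain and rose from 4 to 15083 reads (0.079 to 421 RPKM), a log2 ratio of 8.61 (95% interval 8.45 to 8.69). The largest decrease was that of Potri.001G158400.1, which encodes a 132-aa protein of the lipid-transfer AAI_LTSS superfamily and fell from 14772 to 16 reads (301 to 0.461 RPKM), a log2 ratio of -7.69 (95% interval -7.90 to -7.43). For all 230 SSPs the direction was that of the 12-week values in Supplementary Table S2. The table's 12-week entries, CUFF transcripts included, number 372, of which the paper's values are higher in mycorrhizal roots for 315 and lower for 57.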

Of these 417 mycorrhiza-induced SSPs, 37% were undocumented in the current *P. trichocarpa* genome annotation v3.0 (www.Phytozome.net).

To functionally validate these proteins, we first showed that several of these small proteins contained verified secretion signals (Fig. 3), demonstrating the ability of these proteins to move across the membrane of the plant host cell. Secondly, we were able to demonstrate that four of six *P. trichocarpa* SSPs tested are capable of entering *L. bicolor* hyphae and localizing to the nuclei (Fig. 4). Interestingly, two of these *P. trichocarpa* SSPs significantly modified hyphal growth (Figs 5 and 6). A biological implication of this is that SSPs may be used to slow growth of fungal hyphae to prevent excessive growth within the root and thereby prevent parasitism. Alternatively, plant-based SSPs could be used to induce a switch in hyphal growth patterns from rhizospheric runner hyphae to aggregated hyphae on the root surface during the initial steps of symbiosis.

Plants may be exposed to hundreds of microbes at any given moment^36–38^. While only a small fraction of these organisms will attempt to colonize plant tissues, the plant must be able to distinguish between beneficial vs. detrimental microbes. The degree to which the plant is able to respond differently to organisms of different lifestyles (e.g., pathogenic vs. mutualistic) or between organisms of the same lifestyle (e.g., mutualistic vs. neutral) is poorly understood. Host species specificity in the transcriptomic response of the host to different microbes has been observed in the interaction between *Vitis vinifera* and *Burkholderia phytofirmans* or *Pseudomonas syringae* ^39^, between *Arabidopsis thaliana* and *Trichoderma asperelloides* or *P. syringae* ^40^, between *Hordeum vulgare* and *Piriformospora indica* or *Blumeria graminis* ^41^ and between *A. thaliana* and various viruses^42^, suggesting that the plant is able to tailor its SSP transcriptomic response to different lifestyles of microbes.

Effector SSPs are a hallmark in the genomes of microbes that associate with plants^1^. These proteins are typically classified as ≤250 aa in length, are significantly regulated during symbiosis and coded by genes that show genomic evidence of rapid evolution^43, 44^. Upon secretion, these fungal effectors may remain external to plant cells or they may enter the plant cell. Regardless of their final localization, these proteins alter the functioning of the plant cell and their expression is generally considered crucial for the successful colonization of plant tissues^6, 35, 45, 46^. The discovery, described herein, of plant-encoded mycorrhiza-induced SSPs that are: (1) ≤250 aa in size, (2) lineage- or genera-specific, (3) highly expressed during symbiosis, (4) able to enter fungal hyphae and localize to the nucleus and (5) affecting fungal morphology strongly support the conclusion that plants encode proteins that are effector-like. This inference is supported by previous work in the legume:rhizobial interaction where small plant proteins have been reported to enter the symbiotic bacterium and affect its growth^17–21^. 

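The 230 SSPs with RNA-seq values and a 12-week entry took 0.379% of all reads in control roots (95% Wilson interval 0.378% to 0.381%) and 2.19% in mycorrhizal root tips (2.19% to 2.20%). Ranked among the 73013 transcripts, their median percentile was 77.9 in control roots and 93.6 in mycorrhizal root tips. The most abundant 1% of transcripts included 6 of them in control roots and 42 in mycorrhizal root tips, where Potri.006G021600.1 ranked 11 of all transcripts and Potri.009G028300.1 ranked 51. For the proteins tested on *L. bicolor*, expression differed widely. Potri.019G121200.1, the paper's negative control and not an SSP of Supplementary Table S2, had 0 reads in both libraries. Potri.010G251000.1 ranked 3673 in control roots and 55 in mycorrhizal root tips. Potri.009G063200.1 ranked 15339 and 1215. Potri.007G006800.1, which encodes an 84-aa protein of the PSK superfamily, ranked 6367 and 1316, with 20.6 and 89.2 RPKM and a log2 ratio of 2.06 (95% interval 1.98 to 2.15). The paper counts high expression during symbiosis among the properties of these SSPs, beside their size, their restriction to a lineage or genera, their entry into hyphae and their effect on fungal morphology, and from these properties it concludes that plants encode effector-like proteins.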

*Populus* can respond to mutualistic fungi by secreting their own effector-like proteins that might parallel the role of fungal effectors (Fig. 7). Our observation of effector SSPs in *Populus* implies a novel avenue, apart from the traditional immune response^44^, by which plants communicate with (or control) their mutualistic microbial partners.

**Figure 7:**
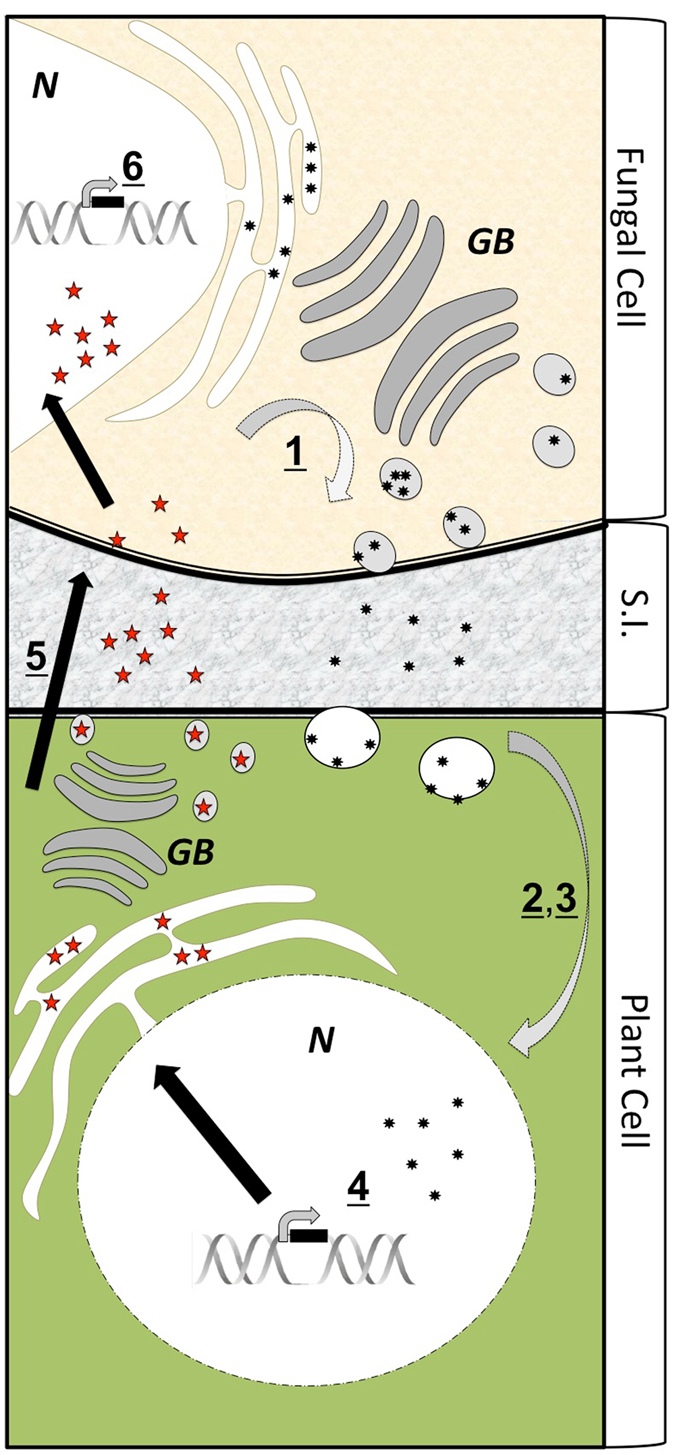
Proposed model of reciprocal small secreted proteins (SSP) feedback between ectomycorrhizal fungi and their host plants. During colonization of receptive plant hosts, fungal hyphae (brown cell) produce effector-like SSPs (black stars) that are secreted from the hyphal cell (#1). A portion of these proteins cross the symbiotic interface (grey shaded area) and enter the plant cell (green cell; #2) where they localize to different sub-cellular compartments (#3). These effectors may induce a change in the transcription of host genes (#4; adapted from Plett *et al.* ^35^). Plant cells, in turn, produce small effector-like SSPs (red stars) that are secreted, cross the symbiotic interface (#5) where some may enter the hyphal cell and localize to different sub-cellular compartments. Some effectors may induce a change in the transcription of host genes (#6). GB = Golgi bodies; N = nucleus; S.I. = symbiotic interface. Note: we do not currently know the priority of this signaling network (i.e. if the fungus signals and the plant responds or vice-versa). Rather, numbering here is used to enable description of the different steps in a feedback system that is likely reciprocal in nature.

Our data further supports previous hypotheses which has suggested that plants are not silent, or ‘naïve’, participants in mutualistic relationships by demonstrating that they too have the genetic tools in the form of effector-like proteins to communicate with and influence their microbial partners. These data are the first steps forward in understanding the role of plant SSPs as effectors in influencing symbiotic relationships. As more transcriptomic and genomic data related to SSPs becomes available, a more complete description of plasticity of plant responses to microbes will be possible. This research highlights the importance of the cross-talk between the plant and fungal effectors. Future studies on the fine-tuned balance between the number and level of the various released effectors could provide deeper insights into the development and the fitness of symbiosis.

## Methods

### Plant material, RNA extraction and sequencing

For colonization experiments, *L. bicolor* (Maire) P.D. Orton isolate S238N inoculum was grown on a substrate of peat moss:vermiculite (3:1) containing liquid Pachlewski medium for 3 months^47, 48^. Dormant hardwood stems from *Populus trichocarpa* clone 101–74 were collected from stool beds in January. Dormant stems were then cut into 25-cm cuttings with six to seven nodes per cutting. These cuttings were sealed in polyethylene bags and kept in cold storage (0 °C) until they were removed for rooting. The experiments in which these cuttings were used were then performed during the following year. Three node stem cuttings of *P. trichocarpa* clone 101–74 were pre-rooted for 1 week in a solution of 2.5 mM KNO_3_, 0.8 mM KH_2_PO_4_, 1 mM MgSO_4_ · 7 H_2_O, 2.3 mM Ca(NO_3_)_2_ · 4 H_2_O, 23 μM H_3_BO_3_, 4.6 μM MnCl_2_ · 4 H_2_O, 0.4 μM ZnSO_4_ · 7 H_2_O, 0.09 μM (NH_4_)_2_ MoO_4_, 0.18 μM CuSO_4_ · 5 H_2_O, 20 μM FeNa^.^EDTA, pH 5.8 and then planted in a 1 L-pot containing a 9:1 mixture (v:v) of Terra-Green to *L. bicolor* inoculum as previously described^49^. The colonization experiment was replicated twice (technical replicate) under climate controlled greenhouse conditions maintaining a 16-hr photoperiod at 22 °C.

Tissues used for transcriptomic profiling were sampled from fine roots of *P. trichocarpa* between 10 am and 2 pm each day to avoid confounding effects of circadian rhythm on gene expression. Plant host roots, grown in the same substrate and with the same nutrient regime but without fungal inoculum, were harvested as a non-mycorrhizal control for transcriptomic analyses. Three biological replicates of between 50–100 mg of colonized root tips (equivalent to approximately 100 colonized root tips) or of uncolonized lateral roots (control) were harvested at 2, 4 and 12 weeks after *L. bicolor* inoculation, washed thoroughly, snap frozen in liquid nitrogen and stored at −80 °C until total RNA extraction was performed using the RNAeasy kit (Qiagen) per the manufacturer’s instructions. An on-column DNA digestion step with DNAse I (Qiagen) was also included to avoid DNA contamination. RNA quality was verified using Experion HighSens capillary gels (Bio-Rad). For *P. trichocarpa* RNA sequencing (RNA-seq), three biological replicates of colonized or un-colonized tissues were pooled for sequencing. As mycorrhizal tissues are very recalcitrant to RNA extraction, quantities of RNA recovered were too low for quantities needed for RNA-seq analysis. Therefore, we amplified 250 ng total RNA using the Clonetech SMARTer amplification kit (Ozyme, St Quentin en Yvelines, France), according to manufacturer’s instructions and being sure to maintain the amplification in the logarithmic phase such that RNA pools were still proportional to original quantities of transcript as described previously^49^. Each pooled sample was sequenced (36-bp single-end reads) using Illumina GAII technology by IGA Technology services (Udine, Italy; GEO Accession Series GSE54789). Also, 100-bp single-end sequencing was also performed using Illumina HiSeq2000 platform (Beckman Coulter Genomics, Danvers, MA, USA) for samples collected 12 weeks after *Laccaria* inoculation (GEO Accession Series GSE75437).

### RNA-seq data analysis and prediction of *P. trichocarpa* small secreted proteins

The computational pipeline for RNA-seq data analysis and prediction of *P. trichocarpa* SSPs is illustrated in Fig. 1a. RNA-seq reads were mapped to the *P. trichocarpa* genome^50^ using TopHat^51^ and novel transcripts were discovered using Cufflinks^52, 53^. Differentially expressed genes between treatment (i.e., *P. trichocarpa* roots with *L. bicolor* ectomycorrhizas) and control (i.e., *P. trichocarpa* roots without *L. bicolor* inoculation) were identified using Cuffdiff^52^. The open reading frames (ORFs) were annotated using six-frame translation based on standard genetic code with a length range of 10–10,000 aa. The best ORF for each transcript was chosen based on those ORFs with the highest score in a BLASTp search using the default setting against the UniRef90 database (http://www.uniprot.org) or the longest ORF if there were no BLASTp hits.

The subcellular localizations of proteins were predicted using three different methods: (1) LocTree2^25^, (2) CELLO^26^ and (3) YLoc^27^ using default parameters. Proteins with full-length sequences of ≤250 aa were defined as small proteins (SmPs). The predicted small secreted proteins (SSPs) were divided into three sets: high-confidence set (SSP_hc) including proteins with subcellular localization as “secreted” predicted by method 1 and “extracellular space” by both method 2 and method 3; medium-confidence set (SSP_mc) proteins with subcellular localization as “secreted” predicted by method 1 and “extracellular space” by method 2 or method 3; and low-confidence set (SSP_lc) proteins with subcellular localization as “secreted” predicted by method 1, but no “extracellular” prediction by either method 2 or method 3.

### Protein domain and Gene Ontology analysis

A protein-domain search for all SSP sequences against the Pfam 28.0 database^54^ was performed with an E-value cutoff of 1e-10. Gene Ontology (GO) annotation was performed using Blast2GO with a BLASTp E-value hit filter of 1e-6, an annotation cutoff value of 55, and GO weight of 5^55^. GO enrichment analysis was performed using BiNGO^56^.

### Identification of homologs of *Populus* SSP genes in other plant species

The representative protein sequences (i.e., the longest protein sequence in case of multiple transcripts annotated for one gene locus) in 16 species (*Arabidopsis thaliana*, *Arabidopsis lyrata*, *Gossypium raimondii*, *Theobroma cacao*, *Populus trichocarpa*, *Glycine max*, *Fragaria vesca*, *Eucalyptus grandis*, *Vitis vinifera*, *Solanum tuberosum*, *Zea mays*, *Sorghum bicolor*, *Oryza sativa*, *Brachypodium distachyon*, *Selaginella moellendorffii*, *Physcomitrella patens*) were downloaded from Phytozome v9.0 (www.Phytozome.net). The homologs were identified using BLASTp^57^ with e-value cutoff of 1e-10.

### Comparative analysis of SSP genes among different *Populus* genotypes

*Populus* genome resequencing data^58, 59^ was used to reveal genomic differences in the region of selected genes. Two *P. trichocarpa* genotypes (Nisqually-1 and 93–968) and two *P. deltoides* genotypes (ILL-101 and D124) were selected for the analysis. The Illumina reads were aligned to the reference *P. trichocarpa* genome sequence^50^ to generate bam files using the MAQ software package^60^. Per base sequence coverage for mapped reads in the region corresponding to the selected genes were obtained using bedtools^61^.

### Testing of protein secretion using a yeast expression system

To construct a Gateway compatible vector for yeast secretion assay, a DNA fragment containing the *SUC* gene without signal peptide was synthesized by GeneScript (Piscataway, NJ, USA) and validated by sequencing. The DNA fragment was ligated into pGAD-424 vector by S*phI*. Candidate SSPs were cloned into the secretion vector, with the SSP gene fused with the N-terminus of *SUC* gene, by Gateway cloning and transformed into the *suc2* yeast mutant (strain ATCC-96100). Positive transformants were selected and validated on a synthetic dropout medium. Transformants were assayed on plates with glucose (10 mM) and sucrose (10 mM) as carbon supplies respectively and growth activity was measured after growing 2–3 days at 28 °C.

### *L. bicolo*r uptake of *P. trichocarpa* SSPs and growth analysis tests

In order to determine if *P. trichocarpa* SSPs could cross the *L. bicolor* hyphal membrane, five proteins (CUFF.29946, Potri.009G063200, Potri.010G251000, Potri.019G121200 and Potri.007G006800) were produced by cell-free recombinant peptide synthesis (Eurogentec) without the secretion signal and amino-terminal covalent addition of FITC using standard amino acid coupling techniques or with the addition of an HA tag (C-terminal addition of the following amino acid sequence: YPYDVPDYA). CUFF.29946, Potri.009G063200 and Potri.010G251000 were also produced in this method as a ‘scrambled’ (scr) version whereby the amino acids were randomly re-ordered and synthesized in a new sequence. Potri.019G121200 was used as a negative control, which contains a FASCICLIN-LIKE ARABINOGALACTAN PROTEIN 12 domain (www.phytozome.net), and it was predicted to be a cell adhesion protein and was not expected to be imported by fungal hyphae. The peptides were purified using HPLC fractionation to ensure the purity of the synthesis product. A control of the FITC fluorophore or of dilution buffer was also used throughout the experiments to ensure that this tag nor the buffer were altering our results.

To test subcellular localizations of these *P. trichocarpa* SSPs in *L. bicolor* hyphae and the role of these proteins in affecting fungal morphology (for *L. bicolor, P. microcarpus, A. luteobobulina, S. granulatus*), fungal colonies grown on cellophane membranes on ½ MMN agar plates at 25 °C until the colonies were 2–3 cm in diameter (2 weeks). Five biological replicates (i.e., independent colonies) were treated with an individual synthetic protein or FITC or buffer alone (controls) by dripping 10 µL of a solution of the protein (concentrations varying between 1 µM and 0.001 µM as outlined in the text) on the leading edge of the fungal colony. This treatment was repeated daily for four days after which the growth of the leading fungal edge and the hyphal branching were measured using ImageJ. The protein, FITC or buffer solutions were produced fresh daily and never re-used to avoid degradation of the protein.

For the localization experiment, the same aged *L. bicolor* colonies were treated by placing a 10 µL drop of either 1 µM protein or 1 µM FITC (PBS, pH7) on the leading edge of an in-tact, un-perturbed fungal colony grown as described above. After 4 hour of incubation, colonies were washed in excess PBS two times for five minutes each. The treated hyphae were then cut away from the rest of the colony and were fixed overnight in 4% (w/v) paraformaldehyde at 4 °C. Post fixing, samples were washed 3 × 10 min in PBS and then stained in 0.1% propidium iodide for 20 min then imaged using an inverted Leica TCS SP5 laser scanning confocal microscope. Fluorescent excitation was achieved using a 488 nm beam (10% power) for FITC and a 561 nm beam for propidium iodide. Emission was recovered between 510–530 nm for FITC and between 610–630 nm for propidium iodide. To corroborate fluorescent cell entry tests, *L. bicolor* colonies were exposed to HA-tagged proteins as above. Rather than fixing the samples, they were ground in liquid nitrogen and cytoplasmic and nuclear proteins were extracted as per Wang and colleagues^62^. Equal quantities of total protein were separated on a 1D Bio-Rad gradient gel (4–20%) and then transferred to a PVDF membrane. Membranes were blocked and then probed with either α-HA (to detect the presence of the SSP) or α-Histone H3 primary antibody (to ascertain the purity of the cytoplasmic vs. nuclear protein fraction). Bands were developed using the Clarity ECL Blotting substrate (Bio-Rad) as per manufacturer’s instructions and chemiluminescent images were taken using the Bio-Rad ChemiDoc Imaging system with an exposure of between 15–20 s.

## Electronic supplementary material

Supplementary_information

Supplementary Table S2

Supplementary Table S5

# Supplementary material for: Populus trichocarpa encodes small, effector-like secreted proteins that are highly induced during mutualistic symbiosis
**Source:** Sci Rep. 2017 Mar 23;7:382. doi: 10.1038/s41598-017-00400-8
**Supplement:** Supplementary file 1 — Supplementary_information

**Supplementary Information**

***Populus* *trichocarpa* encodes small, effector-like secreted proteins that are highly induced during mutualistic symbiosis**

Jonathan M. Plett1,2,*, Hengfu Yin3,*, Ritesh Mewalal3, Rongbin Hu3, Ting Li3, Priya Ranjan3, Sara Jawdy3, Henrique C. De Paoli3, George Butler4, Tessa Maureen Burch-Smith4, Hao-Bo Guo4, Chun Ju Chen3, Annegret Kohler1, Ian C. Anderson2, Jessy L. Labbé3, Francis Martin1, Gerald A. Tuskan3, Xiaohan Yang3

**Supplementary Table S1.** Primer sequences used for quantitative RT-PCR analysis of gene expression.

| **Transcript** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| CUFF.1886.1 | AGACCTTGGAGTGCACCTTG | CAAGAAATGTTGCAGGTTGG |
| CUFF.24568.1 | CCCAGACATCCCAAGAGAAA | CAGCTCCTGGAAAGGACAAG |
| CUFF.29946.1 | TTCCTGTGGAGACCAAATCC | CCAAGGCACAACAACAACAC |
| Potri.001G294800.1 | TCGGTGACATTTCAAGCATC | TGGAATCAAACCTTCCATCAC |
| Potri.003G072900.1 | TCCAAATCCCAGAAGGAGAA | TACATCGGAACCTCCACCTC |
| Potri.003G186400.2 | ATTCCCACGGGATGATTTG | GGAAACGGTGTCTCTGAAGG |
| Potri.004G095200.1 | CCCGAGTGAAGCTTTTGAGA | GAACGAATTAGAGGTAGGTTTCCA |
| Potri.006G021600.1 | GACGCTTGCTTTTGAGGAAC | AAGGAAGGGACAAAGCACAA |
| Potri.009G024300.1 | TCGCTCTGTTAGCATTCGAC | TGGAGACAACTCACCACCAG |
| Potri.010G109000.1 | ACTGCTGCTGTGAGTCTTGC | CTTGAGCTCGCGGTACTCTT |
| Potri.010G251000.1 | AATTCAGGCTGGAAGGGACT | ATCCTGCCCCTTGTTTCTTT |
| Potri.011G123600.1 | GGCATTAGCACCACCAAATC | CGGAAGTTAAACCACCGAAG |
| Potri.T131900.1 | TTACCTCCTGGTGGTGAGTTG | TCAGGCTTCTCAACGGTAGG |

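Supplementary Table S2 gives, for each SSP, the paper's expression values in control and mycorrhizal roots at 2, 4 and 12 weeks, with 0 in both columns of a stage for which no difference is listed. Of its entries, 372 are for 12 weeks, 47 for 2 weeks and 18 for 4 weeks, and 3 SSPs have entries at all 3 stages. The smallest 12-week change in the table is 5.06-fold. The log2 ratios of the table's 12-week values and of the RPKM values analysed here were compared across the 230 SSPs present in both, on the same log2(value + 1) scale. Pearson's r was 0.949 (bootstrap 95% range 0.923 to 0.971) and Spearman's rho was 0.87. These correlations are across genes, which are not independent replicates, and the SSPs were chosen for large changes, which raises a correlation. The table's values may also draw on shorter reads of the same samples, which were not analysed here. The table's log2 ratio was larger than that of the RPKM values by a median of 0.61 (quartiles 0.43 and 0.86).

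**Figure D2:**
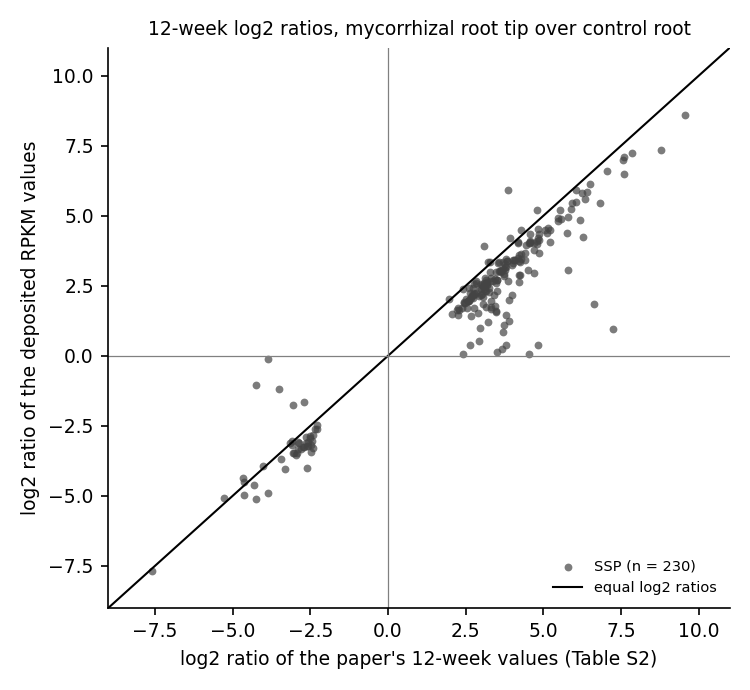
Log2 ratio of mycorrhizal root tip over control root at 12 weeks for the 230 SSPs, from the paper's values in Table S2 (x axis) and from the deposited RPKM values (y axis); each point is 1 transcript and the diagonal marks equal ratios. Most points follow the diagonal from the largest decrease (-7.69 on the y axis) to the largest increase (8.61), and most increases lie below it. Some points lie far from it, such as Potri.019G124500.1 (7.24 on the x axis, 0.96 on the y axis) and Potri.T051400.1 (-3.87 and -0.10).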

**Supplementary Table S2.** *Populus trichocarpa* SSPs found to be differentially expressed in root tips undergoing colonization by *Laccaria bicolor* classified according to confidence level. Confidence levels HC, MC and LC represent three computationally-predicted SSP sets: the high confidence set (“SSP_hc set”), the medium confidence set (“SSP_mc set”) and the low confidence set (“SSP_lc set”), respectively.

(See separate EXCEL file)

**Supplementary Table S3.** Biological process enriched in *Populus* *trichocarpa* small protein-encoding genes up-regulated 12 weeks after inoculation with *Laccaria bicolor*.

**Supplementary Table S4.** *Populus trichocarpa*-specific SSPs that have no homologs in the other 15 plant species listed in Fig. 2. Confidence levels HC, MC and LC represent three computationally-predicted SSP sets: the high confidence set (“SSP_hc set”), the medium confidence set (“SSP_mc set”) and the low confidence set (“SSP_lc set”), respectively.

**Supplementary Table S5.** *Populus trichocarpa* SSPs that have homologous genes in relatively closely related genus listed in Fig. 2.

(See separate EXCEL file)

**Supplementary Table S6.** List of *Populus trichocarpa* SSPs used for secretion test in yeast. Confidence levels HC, MC and LC represent three computationally-predicted SSP sets: the high confidence set (“SSP_hc set”), the medium confidence set (“SSP_mc set”) and the low confidence set (“SSP_lc set”), respectively.

| **Gene ID** | **Confidence Level (HC, MC, LC)** | **Secretion confirmed in yeast** |
| --- | --- | --- |
| Potri.T160900.1 | HC | Positive |
| Potri.005G167900.1 | HC | Negative |
| Potri.003G171800.1 | HC | Negative |
| Potri.007G006800.1 | HC | Positive |
| Potri.001G119000.1 | HC | Negative |
| Potri.004G169000.1 | HC | Positive |
| Potri.015G128700.1 | HC | Negative |
| Potri.005G123600.1 | HC | Negative |
| Potri.003G061200.1 | HC | Positive |
| Potri.003G134600.1 | HC | Negative |
| Potri.T155100.1 | HC | Negative |
| Potri.006G155000.1 | HC | Positive |
| Potri.009G063200.1 | HC | Negative |
| CUFF.29946.1 | HC | Positive |
| Potri.019G121900.1 | HC | Positive |
| Potri.002G161900 | HC | Positive |
| Potri.016G131800.1 | MC | Negative |
| Potri.009G028300.1 | MC | Positive |
| Potri.019G017300.1 | MC | Negative |
| Potri.012G023400.1 | MC | Negative |
| Potri.019G121800.1 | MC | Positive |
| Potri.014G087600.1 | MC | Negative |
| Potri.010G251000.1 | MC | Positive |
| Potri.014G095000.1 | MC | Negative |
| Potri.016G131400.2 | MC | Negative |
| Potri.018G007300.1 | MC | Negative |
| Potri.016G131700.1 | MC | Negative |
| Potri.008G179400.3 | MC | Positive |
| Potri.005G127900.3 | MC | Negative |
| Potri.014G121900.6 | MC | Negative |
| Potri.004G236100.2 | LC | Negative |
| Potri.016G131600.1 | LC | Negative |
| Potri.001G449900.1 | LC | Negative |
| Potri.002G155300.1 | LC | Negative |
| Potri.014G140200.1 | LC | Negative |
| Potri.T043800.1 | LC | Negative |
| CUFF.16383.1 | LC | Positive |
| Potri.008G045500.1 | LC | Negative |
| CUFF.2412.1 | LC | Positive |
| Potri.003G186400.3 | LC | Positive |

**Supplementary Figure S1.** Validation of RNAseq based quantitative expression data with quantitative RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

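RNA-seq of *Populus trichocarpa* roots was analysed for the 12-week stage of colonization by *Laccaria bicolor*, with 1 library of colonized root tips and 1 library of uncolonized lateral roots. The paper states that each library pooled 3 biological replicates from cuttings pre-rooted for 1 week, while the sample labels give 4 RNA preparations, 3 months and 2 weeks of pre-rooting. Both sources give the same condition for each library, and the paper's times are used beside its claims. The sequencing with shorter reads, which the paper describes for each pooled sample, was not analysed here. The 2-week and 4-week stages are therefore not covered.

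The RNA was amplified with the SMARTer kit before sequencing as 100-bp single-end reads. The authors deposited 2 kinds of read counts for each of 73013 annotated transcripts, the reads assigned to that transcript alone and the total reads including shared ones; both are whole numbers without normalization. The authors also deposited RPKM values, which equal the total reads divided by the transcript length and by the sum of total reads in the library, within rounding. The paper's methods describe mapping with TopHat, transcript discovery with Cufflinks and differential expression with Cuffdiff. The columns deposited are not Cufflinks output, and the labels do not name the program, genome build or annotation behind them. The transcript identifiers are those of the annotation version the paper names. How reads of the fungus were handled before counting is not stated in the labels.

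Total reads were 63858296 in control roots and 45163964 in mycorrhizal root tips, of which 26421861 and 20508797 were assigned to a single transcript. For a transcript of 1 kb, 3 reads correspond to 0.047 RPKM in control roots and 0.0664 RPKM in mycorrhizal root tips. For transcripts described singly, lower values were taken as not detectable, but the counts of SSPs higher or lower include them. Because PCR copies are not independent molecules, intervals and these limits cover counting error only.

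From the deposited RPKM values, log2((RPKM + 1)/(RPKM + 1)) was computed, mycorrhizal root tip over control root, with a pseudocount of 1. A transcript was counted as higher or lower when it reached 10 RPKM in at least 1 library and differed by at least 5-fold. SSP lists were taken from Supplementary Tables S2, S4, S5 and S6. To describe where a list stands, its median log2 ratio was ranked among the medians of 10000 random lists of the same size, matched on mean expression in 50 bins. No model across genes was fitted, because 1 library per condition leaves no replicate spread to estimate. For single transcripts, Fisher's exact test (two-sided) of the transcript's reads against all other reads compares the 2 libraries, not the conditions. The 95% interval of a ratio was derived from the exact binomial interval of the split of the transcript's reads. Shares of reads carry 95% Wilson intervals. Ratios were compared with those of Supplementary Table S2 by Pearson's and Spearman's correlation across transcripts, with a bootstrap range from 1000 resamples of the transcripts. The same number of resamples gave the error of the median log2 ratio of the SSPs.

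The transcripts followed singly were every transcript named in the paper's text, figures, tables or qRT-PCR list that has RNA-seq values, and the 5 with the largest increase and the 5 with the largest decrease among those reaching 10 RPKM. Coordinates are those of Supplementary Table S2. The values are not paired with gene names, and 0 of the identifiers matched the RefSeq gene table that was searched for names, so transcripts are given by identifier. The 153 CUFF transcripts of Supplementary Table S2 were not analysed here.

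The alternatives, set before the data were examined, were libraries rescaled so that the median transcript was unchanged, isoforms added up per locus, reads assigned to a single transcript only, a pseudocount of 0.1, minimum values of 1 or 10 RPKM, and thresholds of 2-fold and 10-fold. Rescaling on the 75th percentile and random lists matched on length as well were added after the data had been seen.

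Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The procedure was tested on simulated data with the real transcripts and library sizes, in which 200 of 73013 transcripts were changed 10-fold. All 200 were recovered with the right sign and 0 unchanged transcripts were called. Only well-expressed transcripts were changed, and by more than the 5-fold threshold. The simulation held counting error only, without PCR copies, shared reads or a shift between libraries. This outcome was therefore to be foreseen and gives no error rate for the real libraries. Of 100 lists of unchanged transcripts, 9 lay outside the 95% range of the random lists.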

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

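The tests of fungal reads and of library scaling in this part were chosen before their values were computed. Outside the SSPs of Supplementary Table S2, 1182 transcripts that reached 10 RPKM were at least 5-fold higher in mycorrhizal root tips than in control roots. They include 7 of the transcripts that Supplementary Table S1 lists for qRT-PCR. Among the 5 transcripts with the largest increase of all, 4 are outside Supplementary Table S2. Potri.013G100300.1 had 10 reads in control roots and 18675 in mycorrhizal root tips, 0.309 and 816 RPKM, a log2 ratio of 9.285 (95% interval 9.02 to 9.47). Potri.011G083900.1 had 11 and 20739 reads, 0.192 and 513 RPKM, with a log2 ratio of 8.75 (8.58 to 8.87). The other 2 had log2 ratios of 8.65 and 8.47. The control values, of 10 to 28 reads, lie above the 3 reads taken as the limit of detection.

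Reads of the fungus assigned to *Populus* transcripts may add to increases of this kind, because only the mycorrhizal library contains fungal RNA. In the whole transcript set, 3 transcripts had no read in control roots and at least 10 RPKM in mycorrhizal root tips, against 0 in the opposite direction. Counting transcripts with fewer than 10 reads in 1 library and at least 10 RPKM in the other, 48 had the low value in control roots and 8 in mycorrhizal root tips. The 4 transcripts themselves, with at least 10 control reads, are outside both of these counts, and induction in the plant would give the same imbalance. The increases therefore cannot be told apart from this explanation, and the fungal genome was not used here. Rescaling on the median transcript raises all ratios and put the smallest of the 4 log2 ratios at 9.09, so by itself it is no test of scaling. A common scaling factor, however, moves all transcripts alike. The median log2 ratio of the 28140 transcripts with at least 1 RPKM in both libraries was -0.62, against 8.47 to 9.285 for the 4. These values argue against library scaling as the source of these 4 increases. Shared reads are few in all 4, at most 0.0856% of a transcript's reads. The tissues also differ, root tips against lateral roots, and a difference between tissues was not tested. A response of the plant to colonization therefore stays a hypothesis.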

How the results depend on the processing

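The alternatives were set before the data were examined, except rescaling on the 75th percentile and random lists matched on length, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 pooled library.

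The numbers of transcripts at least 5-fold higher and lower, 1294 and 919, depended on the scaling and on the threshold. Rescaling on the median transcript gave 1994 higher and 306 lower, and rescaling on the 75th percentile gave 2011 and 300. A threshold of 2-fold gave 2626 and 5452, so that decreases outnumbered increases, and 10-fold gave 666 and 86. The median transcript lies at -0.62 and the 75th percentile at -0.63 on the log2 scale, which is what these rescalings remove. Rescaling also changes the order at 2-fold, which follows from centring the ratios, so the cause of the order is not settled by it. For the numbers at 10-fold the cause was not tested. The other alternatives stayed within 1.5 times of both numbers, although reads assigned to a single transcript gave 960 higher and 1110 lower, the opposite order.

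The 7 lists of SSPs (the whole list with a 12-week entry, the 3 confidence sets, the *Populus*-specific SSPs, the SSPs with homologs in related genera and those of the category response to fungus) kept a positive median log2 ratio above the 95% range of the random lists under each alternative run. The median of the whole list lay between 2.07 (reads assigned to a single transcript) and 3.05 (rescaled on the median transcript). The lowest percentile of any list was 98.91, for the 5 SSPs of response to fungus that reached 10 RPKM. The authors chose these SSPs as changed in this tissue, so that this stability was to be foreseen. The SSPs higher in mycorrhizal root tips numbered 167 of 230 with reads assigned to a single transcript, 166 of 215 loci with isoforms added up, 145 of 186 with a minimum of 10 RPKM and 186 of 230 with libraries rescaled on the median transcript.

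Pearson's r with the log2 ratios of Supplementary Table S2 was 0.949. It was 0.894 with reads assigned to a single transcript and 0.988 with SSPs of at least 10 RPKM, and the cause was not tested.

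Of 28 single transcripts with reads, 0 changed direction under any alternative. Adding up isoforms moved 2 of them outside their counting interval, a pseudocount of 0.1 moved 19, reads assigned to a single transcript 20, and rescaling on the median transcript 23. Reads assigned to a single transcript also change the library totals, and with them all RPKM values, so these moves are not all due to shared reads. Depth limits the weakly expressed transcripts, of which Potri.009G111900.1, with 0 and 1 reads, shows no measurable ratio.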

Differences from the paper's values

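The paper's values are the 12-week values of Supplementary Table S2, and log2 ratios from them were computed with the same pseudocount as those from the RPKM values. The paper describes shorter reads for each pooled sample, with 100-bp reads in addition at 12 weeks. It does not state which of them gave the 12-week values, so the values compared may not rest on the same reads. Differences in log2 ratios of single transcripts are set against counting error, and that of the median against its bootstrap error. Expression values are listed as different where they also differ by more than 1.5 times. For the 230 SSPs, the paper's median log2 ratio is 3.32 and the median here was 2.46. None of the alternatives set before the data were examined closed this gap between the medians, the nearest being 3.05 with libraries rescaled on the median transcript. The bootstrap error ignores that the same transcripts are compared. Taken transcript by transcript, the median difference after this rescaling was 0.00287, so the common offset was removed.

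For the proteins tested on *L. bicolor*, the paper's log2 ratio of Potri.007G006800.1 is 2.72 against 2.06 here, and rescaling on the median transcript gave 2.68, within the counting error, while the other alternatives did not reach it. For Potri.009G063200.1 the paper's log2 ratio is 4.87 against 3.65 here, and for Potri.010G251000.1 it is 5.46 against 4.94; none of the alternatives set before the data were examined came within the error of either. The paper's expression value of Potri.007G006800.1 in mycorrhizal root tips is 146.1 against 89.2 RPKM here. For Potri.009G063200.1 it is 150.1 against 96.3, and for Potri.010G251000.1 it is 2314 against 1143. Rescaling on the median transcript (137, 148 and 1759 RPKM) and reads assigned to a single transcript (196, 194 and 2518 RPKM) each brought all 3 within 1.5 times of the paper's value, and adding up isoforms did not. In control roots, the paper's value of Potri.009G063200.1 is 4.17 against 6.73 RPKM here, and none of the alternatives closed that gap. The control value of Potri.010G251000.1, 36.4 RPKM against the paper's 51.6, differs by more than the counting error but by less than 1.5 times. Reads assigned to a single transcript raised the control values too, to 15.4 RPKM for Potri.009G063200.1, from 20.6 to 49.8 RPKM against the paper's 21.3 for Potri.007G006800.1, and to 87.9 RPKM for Potri.010G251000.1, past the paper's value.

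Among the genes of Fig. 2, the paper's log2 ratio is 4.22 for Potri.019G124600.1 against 2.90 here, and 4.03 for Potri.009G028300.1 against 3.32 here. No alternative set before the data were examined reached either. For Potri.013G131900.1 the paper's 4.08 stands against 3.42 here, and only rescaling on the median transcript, with 4.03, came within the error.

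Among the transcripts with the largest changes, the paper's log2 ratio of Potri.006G021600.1 is 8.80 against 7.35 here, with no alternative reaching it. For Potri.003G134800.1 the paper's ratio is 9.57 against 8.61 here, and only reads assigned to a single transcript, with 9.61, came within the error. Since 0% of its reads were shared, leaving out shared reads removed nothing. Its ratio moved because the smaller library totals raise RPKM values relative to the pseudocount. The paper's ratio of Potri.T145400.1 is -4.25 against -5.11 here, and no alternative came within the error. Of its reads 97.8% were shared, and the 65 and 0 reads assigned to it alone gave -1.54, past the paper's value. With 0 such reads in mycorrhizal root tips, the pseudocount limits how low this ratio can go. For Potri.003G111400.1 it is -4.64 against -4.96 here, and only rescaling on the median transcript, with -4.68, came within the error.

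The paper refers to the SSP set as induced by mycorrhiza. Of the 230 SSPs analysed here, 45 were lower in mycorrhizal root tips.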

Other observations

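Of the tests in this part, the effect of rescaling on the difference from Supplementary Table S2 and on the 2-fold counts was chosen only after the result was seen, as were the repetition of the comparison among changed transcripts with rescaled libraries and the splits by shared reads and by early direction of the SSPs listed only for 2 or 4 weeks.

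The log2 ratios of Supplementary Table S2 exceeded those of the RPKM values by a median of 0.61 across the 230 SSPs. The paper's values were close to the RPKM values in control roots (median log2 of the paper's value over the RPKM value 0.056) and higher in mycorrhizal root tips (0.64). Library scaling is a candidate explanation: once the libraries were rescaled on the median transcript, the median difference was 0.00287. Reads shared between transcripts were tested as another explanation, and the difference was only weakly related to the share of shared reads (Spearman's rho 0.248 across transcripts, which are not independent). Rescaling did not remove the spread of single transcripts around this median. The correlation uses the signed difference, so it cannot show whether shared reads widen this spread in both directions. Shared reads therefore remain a possible source of the spread, which was not tested. No biological explanation was tested.

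The SSPs rose more than expression-matched transcripts, and several technical explanations were weighed. With random lists matched on transcript length as well as expression, the SSP median stayed at the 100 percentile, and it did so with rescaled libraries. Neither test could easily have come out otherwise, because the SSPs had been chosen for large changes in this tissue and a common factor moves the random lists too. Selection was therefore tested by comparing SSPs only with other transcripts that reached 10 RPKM and changed at least 5-fold. Of 152 such SSPs, 73.7% rose, against a median of 59.9% in random lists (percentile 99.98). With rescaled libraries, 80.3% of 183 such SSPs rose, against 86.9% in random lists (percentile 0.62). The direction of this comparison depended on the scaling. Rescaling shifts the ratios to which the 5-fold filter is applied, and the share that rose among all such transcripts went from 58.5% to 86.7%. The comparison therefore cannot decide whether selection explains the rise. The rise of the SSPs cannot be told apart from their choice as changed transcripts.

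At a threshold of 2-fold, 2626 transcripts rose and 5452 fell. After rescaling on the median transcript, 4223 rose and 3037 fell, so that 58.2% of the changed transcripts rose. Centring the ratios balances such counts by construction, so this does not show that scaling produced the excess of decreases, and the direction of the excess is undetermined.

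Supplementary Table S2 lists 34 annotated SSPs only for 2 or 4 weeks, 25 of them as higher and 9 as lower in mycorrhizal roots. In the 12-week libraries, 14 of them were higher in mycorrhizal root tips, 17 lower and 3 equal, and with rescaled libraries 16 were higher and 15 lower. These counts include Potri.009G111900.1 (0 reads in control roots and 1 in mycorrhizal root tips) and Potri.008G198200.2 (2 and 0), below the limit of 3 reads. Their median log2 ratio was -0.03, at the 75.5 percentile of expression-matched lists. Most were weakly expressed (median 0.622 RPKM in control roots), so a pseudocount of 1 hides part of their changes. None changed 5-fold on that scale, whereas with a pseudocount of 0.1 and at least 10 reads 2 were at least 5-fold higher and 3 at least 5-fold lower. At least 10 reads in 1 of the libraries were assigned to 26 of them. Their reads were more often shared with other transcripts, with a median of 52.2% against 1.39% for the SSPs with a 12-week entry. Shared reads are not the whole explanation: of the 9 with at least 10 reads and less than 10% of them shared, 2 were higher and 7 lower (3 and 6 with rescaled libraries). Of these 9, the table lists 7 as higher at the early stage, and at 12 weeks 2 of the 7 were higher and 5 lower (3 and 4 with rescaled libraries). Of all 25 listed as higher, 10 were higher at 12 weeks, 12 lower and 3 equal, and of the 9 listed as lower, 4 were higher and 5 lower. For the SSPs listed as higher, a response limited to early stages may explain the lack of a common rise at 12 weeks, but where most reads are shared it cannot be told apart from that sharing. Absence from the 12-week entries also selected these SSPs. A pair of them appear in Table 1 of the paper. Potri.004G136500.1 had 16 reads in control roots and 5 in mycorrhizal root tips (Fisher's exact test between the libraries, two-sided, p = 0.122). Potri.006G212200.1 had 8 and 18 reads (same exact test, p = 0.0049), with a log2 ratio of 0.55 (95% interval 0.14 to 0.87).

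Of the 5 transcripts with the largest decrease, 4 are SSPs of Supplementary Table S2, and the table assigns the lipid-transfer AAI_LTSS superfamily to 3 of these 4. For 1 of the 3, Potri.T145400.1, 97.8% of the reads were shared. Reads assigned to it alone also fell, from 65 to 0. Their log2 ratio was -1.54 instead of -5.11, because with so few reads the pseudocount of 1 limits how low the ratio can go. Potri.003G111400.1 fell from 2429 to 22 reads at 12 weeks, 50.1 to 0.642 RPKM. The paper's values for the same transcript at 2 weeks are 70.2 in control and 1128 in mycorrhizal roots, the opposite direction, and those at 4 weeks are 86.0 and 9.06, a decrease as at 12 weeks.

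Potri.019G121200.1, which the paper used as a negative control protein on *L. bicolor*, had 0 reads in both libraries. At this depth 3 reads would have given 0.0593 RPKM in control roots and 0.0839 RPKM in mycorrhizal root tips.

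RNA-seq values were analysed for 37 of the SSPs tested for secretion in yeast. All 12 that restored growth and all 25 that did not had a higher value in mycorrhizal root tips, with median log2 ratios of 2.83 and 3.08. The smallest ratios in these groups, 0.05 and 0.23, are close to no change. They belong to the isoforms Potri.008G179400.3 and Potri.001G119000.1, for which the paper's ratios are 4.55 and 3.66. The other listed isoforms of these loci rose, with ratios of 4.20 and 4.06 for the first locus. Those of the second were 3.79, 3.43 and 4.01. The low values therefore do not show that these loci were unchanged. The difference between these medians was not tested.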
